A study of Homo sapiens with 6 samples. Its data were reported in "Networking of differentially expressed genes in human cancer cells resistant to methotrexate" (2009).

How the data were processed

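Total RNA from 6 samples of MCF-7, a human breast adenocarcinoma cell line of luminal, oestrogen receptor-positive type, had been hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, one sample per array. The labels put 3 samples in the sensitive group and 3 in the methotrexate-resistant group. Methotrexate (MTX) is an antifolate drug that inhibits dihydrofolate reductase (DHFR), the enzyme that regenerates tetrahydrofolate. By the study's methods the resistant cells were grown in a selective medium without glycine, hypoxanthine and thymidine, with dialyzed fetal bovine serum. The sensitive cells were grown in a full medium with fetal bovine serum that is not described as dialyzed. Medium, serum and resistance thus went together in all samples. The methods describe triplicate samples, and nothing in the sources used here says whether the replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical.

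The authors processed the scans with the MAS5 algorithm, whose version is not given in the sources used here. The deposited values are linear signal intensities per probe set, with no log transformation. A probe set is a group of short probes that together measure a transcript. The depth of an array cannot be counted as reads can, and the number of arrays, 3 per group, limits the precision. The array median lay between 10.9 and 14.5 intensity units. Genes of Bacillus subtilis have 27 control probe sets on the array. Their brightest signal on each array, 0.628 to 0.936 times the array median, was taken as the background limit of that array. Between 51.3% and 60.6% of probe sets exceeded it. The ratio of 3' to 5' signal, a measure of RNA integrity, was 0.960 to 1.07 for the GAPDH control probe sets and 1.03 to 1.40 for the ACTB control probe sets. Correlations of log2 signals over tested probe sets were 0.945 to 0.963 within groups and 0.896 to 0.913 between groups, so no sample duplicated another.

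From the deposited intensities, each value was divided by its array median, the per-chip step the study used, raised to at least 0.01 and converted to log2. A probe set was tested when its mean scaled signal over the 6 arrays was at least 1. This filter replaced the study's filter on control strength, which was not rebuilt here. Of 54675 probe sets, 26545 were tested. Differences between resistant and sensitive samples were fitted with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with a trend in the prior variance). All 6 samples were used with group as the single term. limma stood in for the study's t-test because the spread of 3 values is unstable. A probe set was called when its Benjamini-Hochberg adjusted p was below 0.05 and its change at least 2-fold. Fold changes are 2 to the difference of mean log2 values, and intervals are 95% confidence intervals of the moderated fit. All adjusted p-values of probe sets and genes are limma's. An exact permutation test of 3 against 3 samples cannot go below p = 0.10.

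Gene names came from the platform annotation table, with symbols brought up to date through gene identifiers in a RefSeq table of assembly GRCh38.p14. Of all probe sets, 41097 carried 1 gene symbol, 1801 carried several, and 11777 were unnamed here. Of the single-symbol probe sets, 41043 matched the RefSeq table by identifier. DHFR expression was not analysed here. Each gene was represented by its single-symbol probe set with the highest mean signal over all arrays, which gave 12176 tested genes. Of the 6 UGT1A family probe sets tested, 5 match several UGT1A genes and are reported as family probe sets. Where any array of the dimmer group of a gene lay at or below its background limit, the fold is given as a lower bound. The bound is the mean log2 signal of the brighter group against the mean of the higher of the limit and the measured value in the dimmer group, and the background limit was chosen after the data were seen.

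Before the data were examined, 32 gene lists, the alternatives and the rule for named genes were fixed. Named were every UGT1A probe set and the 10 largest rises and 10 largest falls among called genes whose groups did not overlap and whose higher group had a mean scaled signal of at least 4. Named too were up to 4 called members with the largest change in each list, every called member of the list of DHFR neighbours, and DKK1, EEF1A1, ESR1 and PGR. XIST, Y-linked genes and unnamed probe sets were not named. Of 886 list entries 884 matched a current symbol. Lists with at least 3 tested genes (31 lists) were tested with camera of limma, which asks whether list members move relative to all other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. An estimated correlation was an alternative. Regions were sought by the mean log2 change of 11 neighbouring tested genes. The limits were the 95th percentile of the highest, and the corresponding percentile of the lowest, window mean in 1000 shuffles of gene order. RefSeq positions served only for gene order, and no coordinates were used.

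The code was tested on simulated data for this comparison, with 200 of 26545 probe sets changed. When each probe set kept its own SD, the limma step recovered 54% of 3-fold and 77% of 8-fold changes. When the SDs were those moderated by limma, it recovered 79% of 3-fold and 90% of 8-fold changes. In both cases 11 of 26345 unchanged probe sets were called. The second simulation was added after the first had recovered fewer 8-fold changes than had been set as its target, and no fitting step was changed. With 12176 genes, camera called 2 of 2 shifted lists and 0 of 29 unshifted ones. The regional scan over 12156 genes found 1 planted region and 0 others. For camera and the scan the genes were simulated independently, so false calls among genes that move together were not checked. Alternatives covered scaling between arrays, treatment of low values, the filter, the variance prior, the methods' t-test, the replicate number as a block, the fold threshold, the choice of probe set, the camera settings, the window size and leaving out each sample. Scaling on the hybridization controls and a floor at the background limit were added after the data were seen.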

Results

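Gene expression was measured in MCF-7 cells sensitive to MTX (3 samples) and in MTX-resistant cells derived from them (3 samples), with one array per sample. The comparison asks which genes are deregulated in the resistant cells. The array median lay between 10.9 and 14.5 intensity units, and all levels below are multiples of that median, given as mean ± SD with n = 3 per group. Changes are resistant against sensitive, and adjusted p-values are those of limma.

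The resistant cells had gained high levels of several genes that were at or below background in the sensitive cells, and had lost several abundant secretory and metabolic transcripts of MCF-7. LUM, which encodes the extracellular matrix proteoglycan lumican, rose at least 65.0-fold, to 53.8 ± 13.5 (adjusted p = 8.3e-08). A dimmer LUM probe set went from 0.635 ± 0.421 to 3.40 ± 1.16. CDC42EP3, an effector of the GTPase CDC42, rose at least 40.6-fold, the matrix glycoprotein gene TNC at least 13.8-fold, the placental alkaline phosphatase gene ALPP at least 13.8-fold, CFAP70 at least 12.3-fold and the trypsin inhibitor gene SPINK1 at least 6.88-fold. TNFSF15, a cytokine of the tumour necrosis factor family, rose at least 49.2-fold, to 60.5 ± 10.3. The largest fall was that of the serine protease inhibitor gene SERPINA3, from 236 ± 45.5 to 2.48 ± 1.67, or 110-fold (95% CI 63.3 to 192, adjusted p = 5.9e-08). The interferon-induced gene MX1 was 16.6-fold lower, the matrix protein gene TGFBI 14.2-fold and the cystine transporter gene SLC7A11 13.6-fold lower. LINC00052 was at least 34.7-fold lower, as was the luminal marker AGR3, SERPINA5 at least 13.6-fold and SMIM22 at least 8.44-fold lower. AKR1C2 and AKR1C1, which encode aldo-keto reductases, were 27.8-fold and 22.1-fold lower, but their probe sets match near-identical paralogs and cannot be assigned to one of the genes with certainty.

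Over the array, 797 of 26545 tested probe sets were at least 2-fold higher in resistant cells and 1556 at least 2-fold lower at an adjusted p below 0.05, so that 33.9% of the calls were rises. At gene level, 426 of 12176 tested genes were higher and 775 lower. Of the called probe sets, 101 were at or below background in all sensitive arrays and 34 were at or below background in all resistant arrays. Unnamed probe sets accounted for 65 of the rises and 112 of the falls. The median tested probe set changed by −0.22 on the log2 scale, and the split between rises and falls moved with the scaling of the arrays. Quantile normalization gave 1028 higher and 863 lower (54.4% higher, median −0.02), the 75th percentile 1089 and 874 (55.5%, median −0.02), the values as deposited 937 and 862 (52.1%, median −0.05), and scaling on the hybridization controls 2081 and 451 (82.2%, median 0.28).

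The UGT1A family, whose members conjugate glucuronic acid to drugs and endogenous compounds, was strongly overexpressed in the resistant cells. All 6 tested probe sets of the family were higher, and in each of them every resistant sample exceeded every sensitive one. The brightest UGT1A probe set, which matches several family members, went from 3.88 ± 0.552 to 53.4 ± 14.2, a rise of 3.76 on the log2 scale (95% CI 3.32 to 4.20) or 13.5-fold (adjusted p = 5.2e-08). The other shared probe sets rose 24.4-fold, 15.3-fold, 13.2-fold and 13.1-fold, and the geometric mean over the 5 was 15.4-fold. The probe set specific to UGT1A6 rose at least 6.71-fold from a level below background (adjusted p = 8.3e-04). Another 3 of the 9 probe sets of the family stayed below the signal filter, with highest signals in any array of 0.542, 0.688 and 0.297. The last of these matches UGT1A1 alone. Each shared probe set matches several members, so these rises do not show which members apart from UGT1A6 rose. The study chose this family partly on these samples, so the rise is not independent evidence. UGT2B15, a glucuronosyltransferase gene outside the family, was 5.85-fold lower, from 14.8 ± 1.29 to 2.53 ± 0.326 (adjusted p = 1.6e-06).

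**Figure D1:**
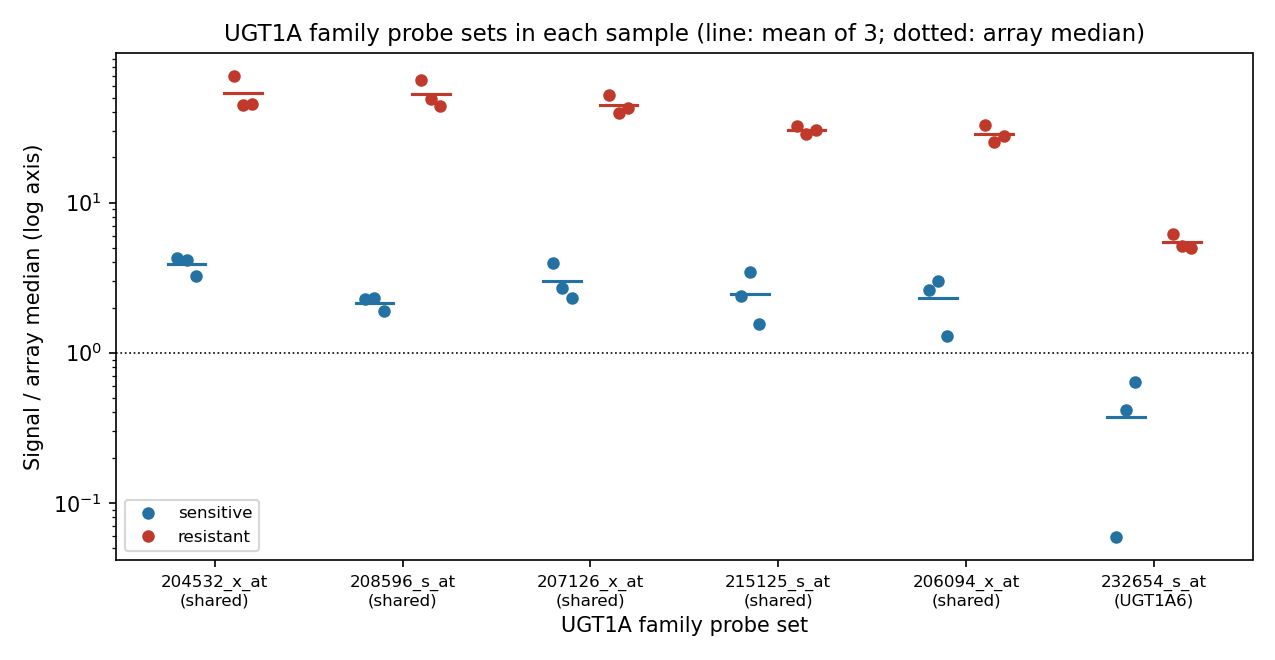
Signal of each UGT1A family probe set in the 6 samples, as a multiple of the array median on a log axis; points are samples, lines the mean of 3 and the dotted line the array median. In all 6 probe sets the resistant samples lie above the sensitive ones, with means of 53.4 against 3.88 for the brightest.

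The genes around DHFR, the target of MTX, on the long arm of chromosome 5 contained some of the largest rises on the array. TENT2, which encodes a cytoplasmic poly(A) polymerase, went from 2.30 ± 0.586 to 312 ± 21.4, a 139-fold rise (95% CI 105 to 183, adjusted p = 1.0e-10). ZFYVE16, an endosomal protein gene, rose at least 59.9-fold, CMYA5 45.1-fold, the arylsulfatase gene ARSB at least 33.5-fold, the mitochondrial gene MTX3 28.4-fold, LHFPL2 21.6-fold, the synaptic scaffold gene HOMER1 20.7-fold, the thrombospondin gene THBS4 5.48-fold and EDIL3 2.96-fold. In the same neighbourhood XRCC4, a gene of DNA end joining, was 2.48-fold lower, JMY 2.19-fold, ZCCHC9 2.12-fold and the tubulin cofactor gene TBCA 2.09-fold lower. Of the 26 tested members of the list, 9 were higher and 4 lower, or 9 and 6 adjusted over the list alone. The mean change was 1.16 on the log2 scale and the median −0.50, so that mean and median differ in sign, and camera placed the list above the other genes (adjusted p = 0.010). This call was lost with an estimated correlation (adjusted p = 0.65), on ranks (0.85), with quantile normalization (0.37) and with 75th percentile scaling (0.10), and the calls of JMY, ZCCHC9 and TBCA were lost under each other scaling. The call of EDIL3 was lost without resistant sample 2 (adjusted p = 0.056) and that of XRCC4 with scaling on the hybridization controls. Without resistant sample 2 TBCA (−0.96) and ZCCHC9 (−0.97), and without sensitive sample 1 ZCCHC9 (−0.94), changed by less than 2-fold.

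Neighbouring genes differed widely within this stretch. The genes from LHFPL2 to ZFYVE16 included JMY and SERINC5, which changed by −0.91 on the log2 scale (adjusted p = 0.0014). DMGDH, next to JMY, was not called (1.03, adjusted p = 0.23). MSH3, a mismatch repair gene, was the next tested gene after ZFYVE16 (−0.75, adjusted p = 0.015). SERINC5, DMGDH and MSH3 are named after their values were seen. Probe sets of one gene also disagreed: 1 probe set of TENT2 changed by −0.28, and 2 of ZFYVE16 by 2.48 and 0.58. In sensitive cells this TENT2 probe set was brighter than the one used above (11.6 against 2.30). The ZFYVE16 probe set that changed by 2.48 was brighter there too (8.38 against 0.698). Choice by mean signal over all arrays favours probe sets that rose.

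**Figure D2:**
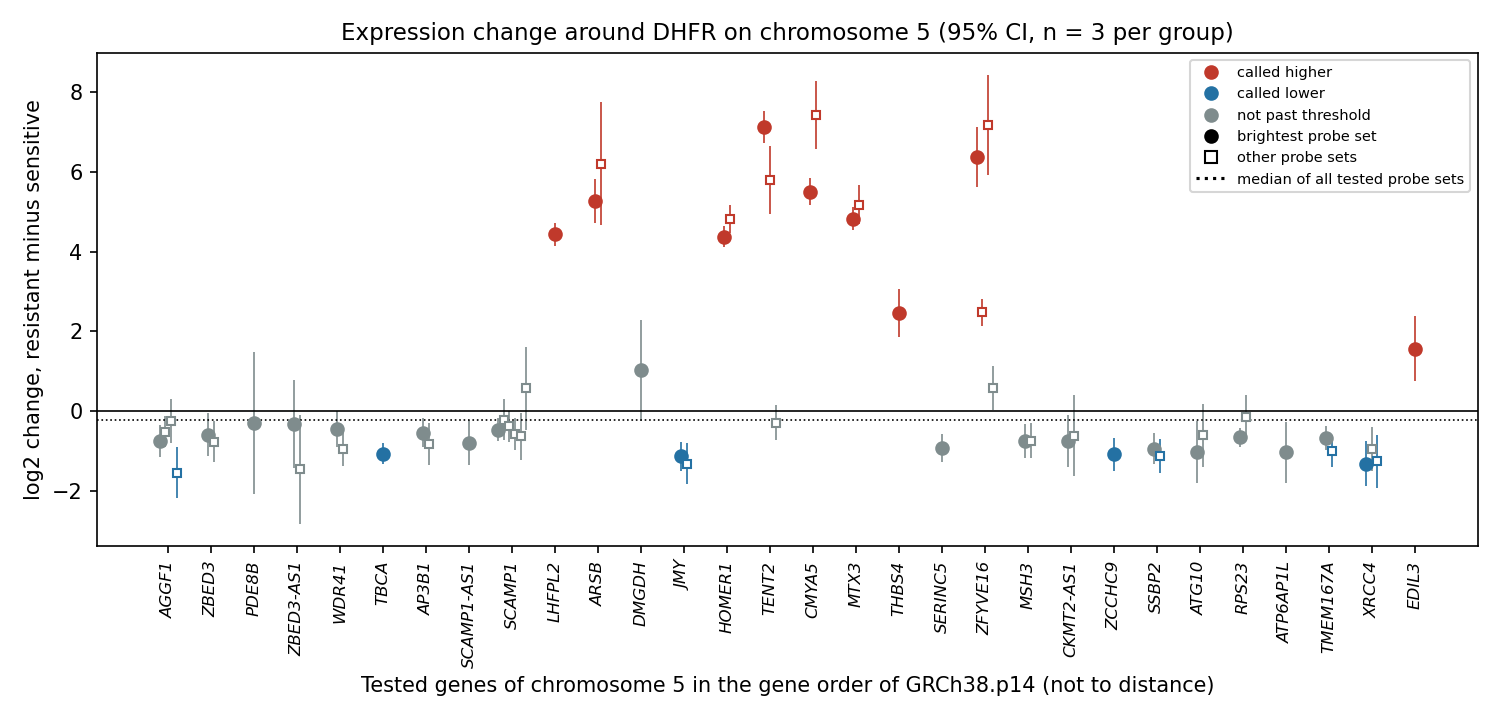
Change in log2 signal (resistant minus sensitive, with 95% confidence interval, n = 3 per group) of the tested genes around DHFR on chromosome 5, in gene order; filled circles are the brightest probe set of a gene, open squares its other probe sets and the dotted line the median of all tested probe sets. Among the brightest probe sets TENT2 is the highest, at 7.11. JMY, at −1.13, lies between DMGDH, which was not called (1.03), and HOMER1, which was called higher.

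The scan along the chromosomes found 3 regions where the mean change of 11 neighbouring genes passed the limit set by shuffled gene order. The largest window mean, 3.58 on the log2 scale against a limit of 1.38, lay on chromosome 5 in the region from WDR41 to ATG10 (21 genes, 8 higher and 3 lower). On chromosome 7, 5 of 11 genes from SAMTOR to TSPAN12 were higher and 0 were lower, with a mean of 1.38, close to the limit. These were the transcription factor gene FOXP2, MDFIC, the caveolin genes CAV2 and CAV1, and TSPAN12, of which CAV1 rose 10.5-fold, from 23.6 ± 7.14 to 243 ± 23.9. On chromosome 14, 6 of 20 genes from BTBD7 to GSKIP were lower and 0 were higher, with a mean of −1.09. The falls were those of the serpin genes SERPINA3, SERPINA5 and SERPINA1, the interferon-induced gene IFI27, GSC and the bradykinin receptor gene BDKRB2. FOXP2, MDFIC, CAV2, TSPAN12, SERPINA1, GSC and BDKRB2 are named as members of these regions, after their values were seen. Quantile normalization found regions on the same 3 chromosomes. Without the signal filter the region on chromosome 7 was lost and regions on chromosomes 2 and 10 were added. MDFIC entered the scan at 5.02 on the log2 scale. It was at or below background in all sensitive arrays, and its bounded rise is at least 8.78-fold. FOXP2 was above background in only 1 sensitive array. The scan was not rerun with a floor at the background limit, so whether the chromosome 7 region would pass with it is open. Windows of 5 genes added chromosome 10, and windows of 21 genes gave 5 regions.

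Of the other genes the study followed, DKK1, a secreted inhibitor of Wnt signalling, rose 2.08-fold (95% CI 1.75 to 2.47), from 156 ± 21.9 to 323 ± 20.9 (adjusted p = 3.3e-05), and by 0.98 on the log2 scale, just under 2-fold, without sensitive sample 2. The elongation factor gene EEF1A1 was 1.31-fold lower by its brightest probe set (95% CI 1.16 to 1.48, adjusted p = 0.0044), which is under the 2-fold limit. Over the scalings its change ran from −0.39 to 0.10 on the log2 scale, so its direction depends on the scaling. Among transporters of MTX and folate, the efflux pump gene ABCG2 rose 7.07-fold, from 5.04 ± 0.586 to 35.6 ± 3.85 (adjusted p = 1.6e-07). The reduced folate carrier gene SLC19A1 was 2.86-fold lower (adjusted p = 8.6e-05), with 1 of its 3 other tested probe sets called the same way. The efflux pump gene ABCC1 was 2.04-fold lower, a call lost under each other scaling and without sensitive sample 2 (−0.98 on the log2 scale) or resistant sample 3 (−0.84). In one-carbon metabolism the mitochondrial enzymes SHMT2 and MTHFD2 were 2.84-fold and 2.66-fold lower and the cystathionine synthase CBS 2.58-fold lower, while the glycine cleavage gene GLDC rose at least 3.23-fold. Scaling on the hybridization controls ended the calls of MTHFD2 and CBS.

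Many genes controlled by the transcription factor ATF4 and by the unfolded protein response fell. Of 41 tested, 20 were called lower and 0 higher, the same counts as adjusted over the list alone, including SLC7A11, the stress regulators DDIT3 (5.42-fold lower) and TRIB3 (4.48-fold lower) and the lipoprotein receptor VLDLR (5.03-fold lower). With quantile normalization 14 were called lower. The list changed by −0.95 relative to all other genes (camera adjusted p = 3.6e-16, but 0.51 with an estimated correlation). Targets of NRF2 and aldo-keto reductases had 7 of 27 lower and 1 higher (−0.64 relative to other genes, adjusted p = 0.0077, but 0.51 with an estimated correlation), and the rise was that of ALDH3A1, an aldehyde dehydrogenase gene, by at least 5.51-fold. SLC7A11 belongs to both lists. Among translation elongation and initiation factors, 2 of 22 were lower and 0 higher (−0.38, adjusted p = 4.2e-05, but 0.51 with an estimated correlation). They were EIF4EBP1, a repressor of translation initiation and thus opposite in action to the list's name, 3.03-fold lower, and EEF1A2, 2.20-fold lower, which lost its call under each other scaling.

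Some markers of mesenchymal and basal cells and some genes of mitosis were higher in the resistant cells. Of 17 mesenchymal markers 9 were higher and 2 lower (1.22 relative to other genes, adjusted p = 5.9e-07, but 0.51 with an estimated correlation), among them TNC, CAV1 and the transcription factor SNAI2, which rose 5.66-fold, whereas TGFBI and another marker fell. Of 10 basal keratin and myoepithelial markers 5 were higher and 1 lower (1.22, adjusted p = 3.7e-04, but 0.51 with an estimated correlation). The laminin gene LAMB3 rose 6.01-fold, KRT16 at least 5.49-fold and the calcium-binding protein gene S100A2 at least 4.36-fold, while the smooth muscle actin gene ACTG2 was 9.41-fold lower. Of 34 mitosis genes 7 were higher and 0 lower (0.89, adjusted p = 1.3e-18, but 0.51 with an estimated correlation), with DLGAP5 at 5.50-fold, ANLN at 2.66-fold, CENPE at 2.54-fold and PTTG1 at 2.24-fold. With quantile normalization 15 of the mitosis genes were called higher.

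Some luminal, oestrogen-responsive and interferon-stimulated genes were lower. Of 25 luminal epithelial markers 5 were lower (3 with quantile normalization) and 2 higher (−0.40 relative to other genes, adjusted p = 0.012, but 0.65 with an estimated correlation), with PRLR 4.08-fold and AGR2 3.38-fold lower and ELF5 2.62-fold higher. Of 40 oestrogen receptor targets 10 were lower and 1 higher (−0.62, adjusted p = 0.012, but 0.65 with an estimated correlation). The largest falls were those of SERPINA3, SERPINA5, MYB (6.23-fold lower) and RERG (6.03-fold lower). The rise was that of PDZK1, by 2.22-fold. The other 29 targets were not called, among them TFF1 (−0.33) and GREB1 (−0.45). PDZK1, TFF1 and GREB1 are named after their values were seen. SERPINA3, SERPINA5 and SERPINA1, all members of this list, lie in the chromosome 14 region above. The mean change of the list was −0.80 and the median −0.49. The oestrogen receptor gene ESR1 was 2.78-fold lower, from 114 ± 19.9 to 40.6 ± 2.87 (adjusted p = 1.1e-05), a call lost with scaling on the hybridization controls (−0.98 on the log2 scale), and the progesterone receptor gene PGR changed by −0.29 without passing the test (adjusted p = 0.33). Quantile normalization ended the calls of the luminal list (adjusted p = 0.37) and the oestrogen list (0.064). Of 48 interferon-stimulated genes 12 were lower and 2 higher (−0.48, adjusted p = 0.029, but 0.86 with an estimated correlation), with MX1, BST2 (at least 10.2-fold lower) and IFI27 (2.97-fold lower) among the falls and GBP1 at least 2.79-fold lower. The call of GBP1 was lost without sensitive sample 1 (adjusted p = 0.077), 2 (0.054) or 3 (0.054), with the values as deposited and with the hybridization controls. The list call was lost without sensitive sample 1 (adjusted p = 0.099), sensitive sample 2 (0.13), resistant sample 1 (0.22) or resistant sample 2 (0.41), where the change relative to other genes was −0.22. With quantile normalization and with the 75th percentile 6 interferon-stimulated genes were called lower. Of 3 glucuronosyl and sulfo transferases outside the UGT1A family, UGT2B15 was the 1 called lower, and SULT1A1 (−0.84) and SULT2B1 (−0.56), named after their values were seen, fell by less than 2-fold at adjusted p = 0.0068 and 0.023. The list passed camera at an adjusted p of 0.029, but 0.65 with an estimated correlation and 0.77 without the signal filter, where its change relative to other genes was −0.09.

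In total 11 of 31 lists passed camera, 4 of them upward and 7 downward, and the counts adjusted over the list alone were those given for each list. None of the 11 passed with an estimated correlation, where the lowest adjusted p was 0.51.

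**Figure D3:**
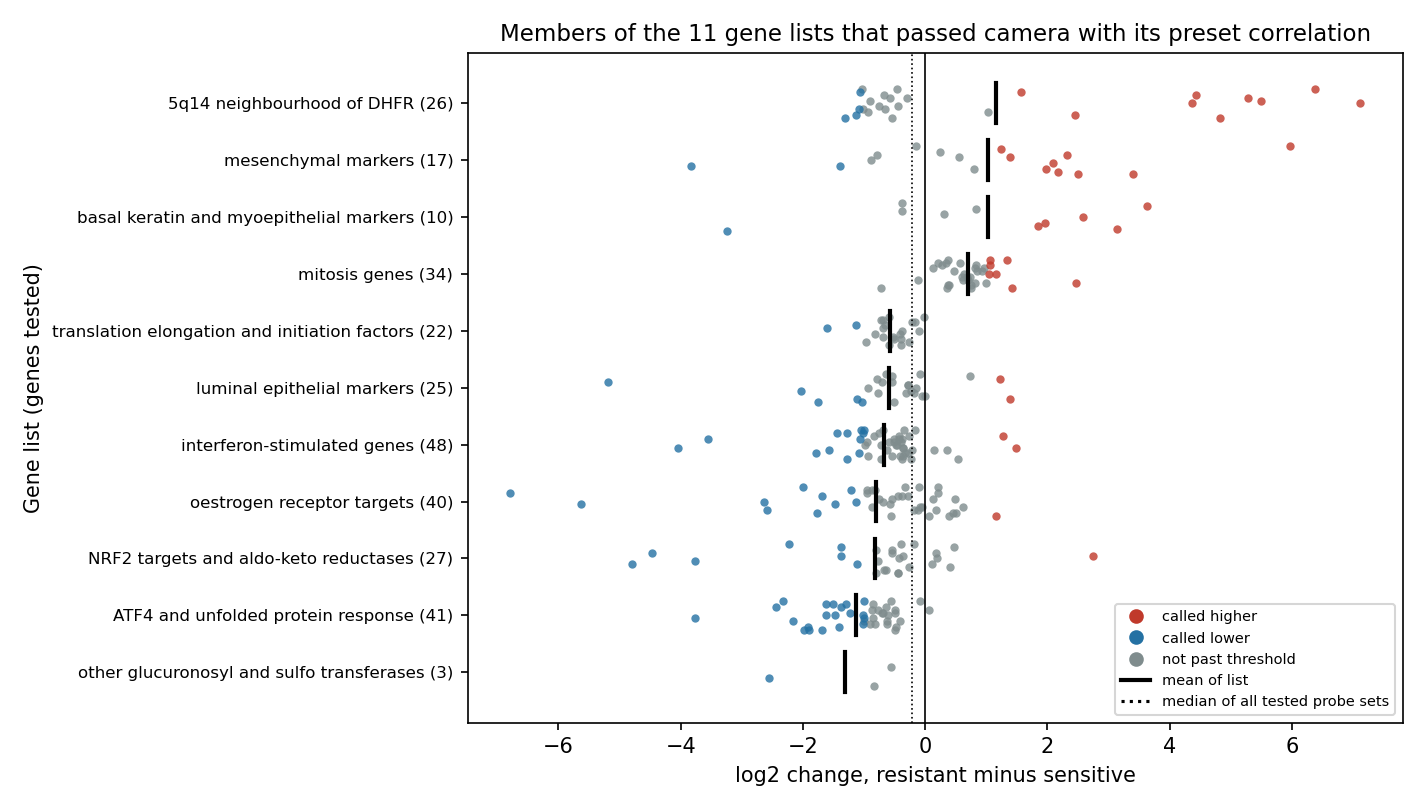
Change in log2 signal (resistant minus sensitive) of each tested member of the 11 lists that passed camera with its preset correlation; points are genes, vertical bars the mean of a list and the dotted line the median of all tested probe sets. In the ATF4 list 20 of 41 genes are called lower, and in the mitosis list 7 of 34 are called higher.

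The remaining 20 tested lists did not pass. Adjusted over the list alone, their counts were the same except for genes the study names from several resistant lines, where 3 of 16 were higher and 2 lower (3 and 3 over the list alone, adjusted p = 0.77). The choice of some of these genes rests on comparisons that include MCF-7, so the list is not independent. Among the folate and drug lists, folate and one-carbon enzymes had 1 of 23 higher and 4 lower (adjusted p = 0.51), folate and antifolate transporters 1 of 10 higher and 2 lower (0.77), ABC efflux pumps 1 of 7 higher and 1 lower (0.77), purine synthesis 1 of 22 lower (0.51) and pyrimidine synthesis 0 of 24 called (0.77). Targets of the aryl hydrocarbon receptor went both ways, with 4 of 11 higher, among them ALDH1A3 (6.15-fold) and CYP1A1 (3.98-fold), and 4 lower, among them SLC7A5 (3.22-fold lower, adjusted p of the list = 0.75). Of p53 targets 4 of 30 were lower (0.66), led by GDF15, 5.32-fold lower, but with quantile normalization and with the 75th percentile 2 were lower and 2 higher. Of apoptosis regulators 5 of 31 were lower (0.51), with BCL2 3.65-fold and HRK at least 3.45-fold lower. The call of HRK was lost without sensitive sample 1 (adjusted p = 0.060). Hypoxia and glycolysis genes had 2 of 32 higher and 5 lower (0.46), heat shock genes 1 of 23 higher and 2 lower (0.77), and Wnt targets and inhibitors 2 of 15 higher and 3 lower (0.77). DNA replication genes had 1 of 40 lower (0.51), mismatch repair genes 0 of 5 called (0.51), cholesterol and fatty acid synthesis 1 of 28 lower (0.11) and reference genes 0 of 13 called (0.51). Counts moved with the scaling. With quantile normalization 4 AhR targets were higher and 2 lower, 0 apoptosis regulators higher and 3 lower, 2 hypoxia genes higher and 3 lower, 2 heat shock genes higher and 1 lower, and 3 Wnt genes higher and 1 lower. Folate enzymes then had 1 higher and 3 lower, folate transporters 1 and 1, efflux pumps 1 and 0 and reference genes 1 and 0, and 0 purine, DNA replication and cholesterol genes were called.

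Markers of other cell types were included as a check on the samples. Fibroblast and bone matrix markers had 1 of 7 higher, which was LUM, and 2 lower, COL6A3 and RUNX2 (adjusted p of the list = 0.35). Both falls lost their calls with the hybridization controls, and COL6A3 also without sensitive sample 2 (adjusted p = 0.0503) or 3 (0.076) and with the values as deposited. Intestinal markers had CEACAM6 higher and CEACAM5 lower among 5 tested (adjusted p = 0.23), and without the signal filter the list passed upward (adjusted p = 0.028). The call of CEACAM5 was lost without resistant sample 3 (−0.83 on the log2 scale) and with the hybridization controls. Lists of erythroid (0 of 4 called, 0.17) and leukocyte markers (0 of 5 called, 0.38) did not pass.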

Values the study reported

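In MCF-7 resistant cells the study reported microarray ratios of 24.36, 15.31, 13.55, 13.21 and 13.05 for UGT1A probe sets, with an average of 15.90. Real-time RT-PCR gave 23.41 ± 0.94 for UGT1A. For DHFR in the same cells the study gave a ratio of 31.1 on the microarray and of 33.2 ± 0.7 by RT-PCR, and a copy number ratio of 58.1 ± 0.8. Each value is a ratio of resistant to sensitive cells, with its standard error where one was given.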

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

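Scaling on the hybridization controls and the floor at the brightest Bacillus subtilis control were chosen after the data were seen, and the other alternatives before. The rise of UGT1A (3.76 on the log2 scale for the brightest shared probe set) stayed past its threshold under every alternative run. No named gene that was called, and no list that passed, changed direction. EEF1A1 and PGR, which were not called, ran from −0.39 to 0.10 and from −0.29 to 0.20 over the scalings. Among lists that did not pass, the direction given by camera turned with quantile normalization for AhR targets, p53 targets, heat shock and reference genes, although the means of AhR and p53 targets relative to other genes kept their sign. The excess of lower over higher probe sets also turned (1028 higher). The 797 higher and 1556 lower probe sets moved by over 1.5 times with quantile normalization (863 lower), the 75th percentile (874 lower), the values as deposited (862 lower), the hybridization controls (2081 higher and 451 lower), the methods' t-test (411 higher and 885 lower), the adjusted p alone without the fold limit (1294 and 5151) and limma's treat against a 2-fold change (197 and 192). Of the 1556 lower calls, quantile normalization kept 863, and it kept 779 of the 797 higher ones. The call of the chromosome 5 neighbourhood was lost with quantile normalization (mean 1.33, adjusted p = 0.37), the 75th percentile (1.33, 0.10), eBayes without trend (1.16, 0.058), the methods' t-test (1.16, 0.096), an estimated correlation (1.16, 0.65) and ranks (1.16, 0.85). The number of lists that passed went from 11 to 5 without trend, to 6 with the t-test and to 0 with an estimated correlation, and regions from 3 to 5 with windows of 21 genes. The cause was not tested, except that the t-test and the fit without trend change the variance alone. Leaving out each sample in turn gave 592 to 887 higher and 1392 to 1855 lower probe sets, 3.55 to 3.87 for UGT1A, 0.97 to 1.22 for the chromosome 5 neighbourhood and 10 to 11 lists. With the replicate number as a block there were 837 higher and 1609 lower probe sets, 3.76 for UGT1A, 1.16 for the neighbourhood and 11 lists. Samples with the same number did not deviate together (r over probe sets of 0.01, 0.03 and 0.00), so the numbers were not taken as pairs, and not every sample correlated best with its own number. Of 96 named genes 94 were past the threshold, and 50 of these kept their call under all 18 alternatives. Over the alternatives 126 gene results and 31 list results were no longer past the threshold, while 5 list results newly passed. Genes named in the report that lost their call with the methods' t-test, beyond those fragile elsewhere, were SPINK1, SMIM22, UGT1A6 (adjusted p = 0.080), GLDC, DDIT3, KRT16, S100A2, ANLN, CENPE, ELF5, BST2, IFI27, BCL2, CYP1A1 and CEACAM6, and IFI27 and KRT16 also lost it without trend. The cholesterol list passed upward with quantile normalization (adjusted p = 0.020), the 75th percentile (0.045), the methods' t-test (0.039) and the hybridization controls (0.039). Alternatives for DHFR were not run. Signal over background limits the weak probe sets: 28130 lay below the filter, and without it 134 of them were called higher and 104 lower.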

Other observations

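The 10 splits of the 6 samples were planned, and the other tests below were chosen after the result they bear on was seen. Among 201 gene families formed by symbol root, 4 passed camera with its preset correlation. Genes with the root ANXA, mostly annexins, which bind membranes in the presence of calcium, lay above other genes (adjusted p = 0.0013, and 0.0042 with quantile normalization), with 5 of 15 higher and 1 lower. ANXA1 rose by 3.60 on the log2 scale, ANXA2 by 1.18 and ANXA6 by 1.22, and ANXA9 fell by 1.88. The higher count includes the ANXA2 pseudogenes ANXA2P2 and ANXA2P3, whose probe sets can hybridize to ANXA2 RNA. Cytochrome P450 genes lay above other genes (adjusted p = 0.011), with 5 of 16 higher, led by the retinoic acid hydroxylase gene CYP26B1, whose level in sensitive cells lay partly at background, and CYP4B1 (2.89), and CYP1B1 fell by 1.10. Genes with the roots RPL and RPS lay below other genes (adjusted p = 8.1e-05 and 0.011), but with quantile normalization the P450, RPL and RPS calls were lost (adjusted p = 0.43, 0.43 and 0.77). None of the 4 passed with an estimated correlation (adjusted p = 1.00), so whether families move apart from other genes is left open.

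More probe sets were lower than higher in the resistant cells. With quantile normalization 54.4% of the calls were rises, against 33.9% with division by the array median. The other scalings ranged from 52.1% to 82.2%, and a shift of all probe sets would move the split as well, so this does not show whether a median close to background is the reason. The number of rises and falls is therefore tied to the scaling.

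Some genes around DHFR on chromosome 5 were far higher in resistant cells, and others between them were not. Apart from EDIL3, the called rises lay from LHFPL2 to ZFYVE16. Further along, the brightest probe sets of the tested genes from MSH3 to XRCC4 all had negative changes, from −0.65 (RPS23) to −1.31 (XRCC4). Chance order of the genes would keep the highest mean of 11 neighbours within 1.38 on the log2 scale, and it was 3.58. Inflation by signals below the background limit is argued against as well. With each array floored at its brightest Bacillus subtilis control the mean rise of the 9 called genes was 4.58, against 4.66 without. The floor changed only ZFYVE16 and ARSB. It cannot test folds from signals just above the limit, such as those of THBS4 (1.38) and EDIL3 (1.12) in sensitive cells. A gain that raises each gene of the stretch is also argued against, because 2 of the 9 genes between LHFPL2 and ZFYVE16, JMY and SERINC5, were lower at an adjusted p below 0.05 and had negative changes under every scaling run. The study measured an increased DHFR copy number in these resistant cells. Expression does not count gene copies, so a copy number gain in itself is not argued against here. A gain that leaves out some of these genes was not tested.

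Among mesenchymal and basal markers 9 of 17 and 5 of 10 were called higher, while 10 of 40 oestrogen receptor targets were called lower. Fibroblasts as the source of the higher mesenchymal markers stay open, because only 1 of the 6 fibroblast transcripts examined, COL1A1, lay far above background in every array. COL3A1 was above it in every array too, but close to it (means of 1.20 in sensitive and 1.71 in resistant samples). The highest rise among the 26 probe sets of the 6 transcripts was 2.37 array medians for COL1A1, with a 95% CI of −8.07 to 12.8. The other probe sets of these transcripts had upper limits of at most 2.46. The LUM probe set with the larger rise went up by 53.4 (95% CI 31.8 to 75.1). Another LUM probe set rose by 2.76 (95% CI 0.784 to 4.74). Rises of different probe sets cannot be compared as amounts of RNA, so these values do not decide the question. As the reason for the 10 called falls of oestrogen receptor targets, fibroblasts are argued against by KRT8, KRT18 and KRT19. Their mean change was −0.14, while the called targets fell by at least 1.14. The 2-fold limit chose those targets, so this does not cover the smaller falls of the list, whose median change was −0.49. The epithelial genes CDH1 and EPCAM fell by 0.64 and 0.78. The culture medium and its serum stay open, since 0 resistant samples were grown in the medium of the sensitive cells. Medium, serum and resistance cannot be told apart for these genes. Whether resistance itself changed these genes is untested.

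The 10 splits of the 6 samples into 3 and 3 are too few for a share under 0.05. The real split gave 797 higher and 1556 lower probe sets (1 of 10 splits in each case), and the highest of the other splits gave 0 of each. It gave 11 lists, against 10 in the highest other split (1 of 10), and a mean of 1.16 for the chromosome 5 neighbourhood against 0.55 (1 of 10). It gave 3 regions, and 4 of the 10 splits gave as many, with 4 regions in the highest other split. List calls with the preset correlation, and the number of regions, are therefore reached by mixed groups of samples as well.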
